# Fluvalinate-Induced Changes in MicroRNA Expression Profile of *Apis mellifera ligustica* Brain Tissue

**DOI:** 10.3389/fgene.2022.855987

**Published:** 2022-04-12

**Authors:** Chao Tianle, Yang Liuxu, Lou Delong, Fan Yunhan, He Yu, Shan Xueqing, Xia Haitao, Wang Guizhi

**Keywords:** *Apis mellifera ligustica*, fluvalinate, brain, transcriptome, MicroRNA

## Abstract

Fluvalinate is a widely used and relatively safe acaricide for honeybees, but it still has a negative impact on honeybee colonies. Such negative effects may be related to fluvalinate-induced brain nerve tissue damage, but the detailed molecular regulatory mechanism of this phenomenon is still poorly understood. In this study, we analyzed the miRNA expression profile changes in the brain tissue of *Apis mellifera ligustica* by miRNA sequencing after fluvalinate treatment. A total of 1,350 miRNAs were expressed in *Apis mellifera ligustica* brain tissue, of which only 180 were previously known miRNAs in honeybees. Among all known and novel miRNAs, 15 were differentially expressed between at least two of the four time periods before and after fluvalinate administration. Further analysis revealed five significantly enriched KEGG pathways of the differentially expressed miRNA (DEM) potential target genes, namely, “Hippo signaling pathway-fly,” “Phototransduction-fly,” “Apoptosis-fly,” “Wnt signaling pathway,” and “Dorso-ventral axis formation,” which indicates that differentially expressed miRNA function may be related to cell apoptosis and memory impairment in the fluvalinate-treated *Apis mellifera ligustica* brain. Ame-miR-3477-5p, ame-miR-375-3p, and miR-281-x were identified as key miRNAs. Overall, our research provides new insights into the roles of miRNAs in brain tissue during the process of fluvalinate-induced *Apis mellifera ligustica* poisoning.

## Introduction

Among all of the commonly used anti-mite insecticides for honeybees, fluvalinate is known to have low toxicity (Johnson et al., 2006; Johnson et al., 2009). However, there is growing evidence that fluvalinate is not entirely benign for *Apis mellifera*. It has been reported that honeybee workers that received field-level fluvalinate treatment showed a higher mortality rate than those that did not receive treatment (Medici et al., 2012; Berry et al., 2013). *Apis mellifera* individuals exposed to fluvalinate have increased mortality, lower body weight, reduced reproductive viability, and decreased learning and memory ability (Rinderer et al., 1999; Burley et al., 2008; Berry et al., 2013; Frost et al., 2013). Furthermore, as the primary molecular target for pyrethroid insecticides, the *Apis mellifera* voltage-dependent sodium channel has been reported to have a higher affinity than a variant of the *Varroa destructor* voltage-dependent sodium channel for fluvalinate (Soderlund, 2010; Gosselin‐Badaroudine and Chahine, 2017). Although there is no direct evidence to date, growing evidence of memory loss, learning ability decrease, and toxicity for voltage-gated sodium channels indicate that the lethal and sublethal effects of fluvalinate on honeybees may be partly due to nervous system damage.

MicroRNA is a type of nonprotein-coding endogenous small RNA molecule with a sequence length of 20–24 nt. By inhibiting or degrading mRNA, it is involved in many biological regulatory processes at the posttranscriptional level in plants, animals, and microorganisms and it participates in many pathways *in vivo*, such as regulating cell proliferation, differentiation, apoptosis, stress response, and metabolism (Griffiths-Jones 2004; Calin and Croce, 2006). Some effects of miRNAs on the nervous system of *A. mellifera ligustica* have been reported.

This study used transcriptome sequencing technology to reveal changes in the miRNA expression profiles of *Apis mellifera ligustica* brain tissue under the influence of fluvalinate, identify miRNAs that were differentially expressed before and during fluvalinate treatment, and study the potential function of these miRNAs at different time points after fluvalinate treatment. The miRNAs involved in the fluvalinate response were revealed, and functional enrichment analysis of the miRNA target genes was used to perform a preliminary assessment of the pathways and mechanisms by which miRNAs are involved in regulating this process. Our study provides new insights into miRNA function in fluvalinate-induced honeybee brain tissue molecular regulation changes.

## Materials and Methods

### Sample Collection

We took six colonies of *Apis mellifera ligustica* with similar colony potential and randomly divided them into two sets (six colonies in each set). Each colony lives in a standard sixteen-frame hive with one naturally mated queen inside, and the colony size was similar between the two sets (approximately 16,000–18,000 workers in each colony). One was set as the control and the other as the test group. The test groups were exposed to fluvalinate (fluvalinate strip, Sichuan Pengshan Wangshi Animal Health Co., Ltd.) at a normal dosage for administration to honeybees (according to the instructions of the drug, a single strip was placed in the beehive every 7 days, which contained 40 mg of fluvalinate). For all of the colonies, we sampled foragers that returned from 08:00 to 12:00. Sample honeybees were taken 1 day before and 10, 20, and 30 days after fluvalinate treatment began, and 20 adult worker honeybees were collected from each bee colony for each sampling time. All collected honeybees were immediately used for dissection under a microscope, and 20 bee brains collected from the same colony were pooled for subsequent RNA extraction. The royal jelly glands and pigments were removed from the brain, and the brain tissue was immediately stored in an RNA preservation solution (Beijing Tiangen Biochemical Technology Company). The sampling site was Fuxin Honeybee Farm in Tai’an City, Shandong Province, China, which provided a uniform breeding environment for the experimental animals.

### RNA Extraction, Library Construction, and Sequencing

We used TRIzol to extract total RNA from each sample, and the RNA molecules in a size range of 18–30 nt were then enriched by polyacrylamide gel electrophoresis (PAGE). The RNA quality was evaluated with an Agilent 2100 Bioanalyzer. The total RNA samples satisfied the required quality of RNA integrity number (RIN) > 7.0. Then, 1 μg RNA per sample was used for library construction according to the Illumina TruSeq sample RNA Sample Prep Kit (Cat#RS-200-0012). Sequencing was performed by Guangzhou Gene Denovo Biotechnology Co., Ltd., using an Illumina HiSeq TM 2500. In particular, libraries from untreated brain tissue samples were named CK1, CK2, and CK3; libraries from samples collected 10 days after fluvalinate treatment were named D10-1, D10-2, and D10-3; libraries from samples collected 20 days after fluvalinate treatment were named D20-1, D20-2, and D20-3; and libraries from samples collected 30 days after fluvalinate treatment were named D30-1, D30-2, and D30-3.

### Sequencing Data Quality Control

The low-quality reads were filtered out of the data to obtain high-quality reads. Then, reads without 3′ linkers and 5′ linkers, reads without inserts or with inserts less than 18 nt in length, and polyA reads were removed. Next, small RNA tags with a read frequency lower than two were also removed. Finally, we obtained clean small RNA tag sequences.

### Sequencing Data Alignment

The software Blastall 2.2.25 (blastn) was used to align all the clean small RNA tags with the small RNAs in GenBank and compare them with the small RNAs in the Rfam database (release 11.0) (Griffiths-Jones et al., 2003) to identify and remove rRNA, scRNA, snoRNA, snRNA, and tRNA. Bowtie software (version 1.1.2) was used to compare all clean reads with the *A. mellifera ligustic*a reference genome (GCF-003254395.2), and all the reads mapped to exons, introns, and repeat sequences were removed. According to the genome alignment results, the small RNA tag sequence set that characterized each group was determined.

We also used Bowtie (version 1.1.2) alignment to identify the known miRNAs of *A. mellifera ligustica*. The same method was used to compare the miRNA sequences of all the species in the miRbase database (V22) (Griffiths-Jones et al., 2006) to identify homologous miRNAs. Then, the clean reads that had not yet been annotated were compared with the reference genome, and novel miRNAs were predicted based on the genome position and hairpin structure predicted by MIREAP V0.2 software (Wang et al., 2015).

### Identification of Differentially Expressed MicroRNA

The miRNA expression abundance was evaluated by the transcripts per million reads (TPM). The edgeR package was used to perform a differential expression analysis of the miRNAs, and miRNAs with |log2(FC)| > 1 and FDR < 0.05 were identified as DEMs.

### MicroRNA Target Gene Prediction

RNAhybrid (version 2.1.2) (Krüger and Rehmsmeier, 2006) + svm-light (version 6.01) (Joachims, 1999), Miranda (version 3.3a), and TargetScan (version 7.0) (Turner, 1985; Lewis et al., 2005) were applied for miRNA target gene prediction. The intersection of the software results was taken as the potential miRNA target gene set.

### Differentially Expressed MicroRNA Expression Profile Clustering

The z-score of each DEM was calculated using a tpm value. Using the MultiExperiment Viewer (MeV) (Saeed et al., 2003), hierarchical clustering was performed with the z-score.

### Quantitative Real-Time PCR (qRT-PCR) Validation of Differentially Expressed MicroRNA

To further verify the accuracy of our sequencing data, 10 DEMs were selected for the qRT-PCR test. A LightCycler 480 real-time system (Roche, United States) was applied for the experiment. The detailed information of primers for qRT-PCR testing was listed in Supplementary Table S1, and U5 snRNA and 18S rRNA (Cristino et al., 2014; Mello et al., 2014) were selected as the reference gene. qRT-PCR was performed according to the instructions of the Mir-X™ miRNA qRT-PCR TB Green™ Kit (Clontech). All reactions were performed using three biological replicates, and each biological replicate had three technical replicates. The qRT-PCR testing results were calculated using 2^−ΔΔCT^ ± SEM, in which the geometric mean of the threshold cycles (Ct) values of the two reference genes was used for the calculation, and the significance of the difference in miRNA expression was tested using Tukey’s honestly significant difference (HSD).

### Functional Enrichment Analysis

In order to generate a comprehensive description of the biological characteristics of the DEMs, potential target genes of DEMs from three different expression profile clusters were respectively enriched into the Gene Ontology (GO) database (Ashburner et al., 2000) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa et al., 2008) with FDR ≤ 0.05 using the R package clusterProfiler (Yu et al., 2012).

### Network Analysis

We used Cytoscape 3.7.0 to construct the miRNA-KEGG pathway network diagram. Based on the results of KEGG enrichment, we used the significantly enriched KEGG pathways and 15 DEMs as nodes to make a network diagram. DEM node sizes were determined by the expression values.

## Results

### Assessment of Sequencing Quality

A total of 184,051,902 clean reads were obtained by sequencing. 

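Small RNA was sequenced from 12 libraries, 3 for each group. The groups were the untreated bees (CK) and foragers sampled 10, 20 and 30 days after fluvalinate treatment began (D10, D20 and D30). CK was taken as the sampling 1 day before treatment. Under that reading, treatment and sampling date cannot be told apart in a difference from CK. The paper also describes a set of control colonies and does not state whether the CK libraries came from it. If they did, a difference between colonies could also account for a difference from CK. Fluvalinate is a pyrethroid acaricide, given here as 1 strip of 40 mg in the hive every 7 days, and each library came from 20 pooled worker brains. The authors deposited, for each library, the number of reads counted on each of 1350 listed miRNAs and the corresponding TPM, in which a miRNA with 0 counts is written as 0.01. The counts on listed miRNAs were between 8454313 and 13878451 per library in CK (median 13829101), between 10054711 and 14278811 in D10 (median 12989264), between 10094459 and 14935254 in D20 (median 10498815) and between 14275614 and 15979901 in D30 (median 14323040). They made up 84.0% to 89.3% of the clean tags that Supplementary Table S2 gives for each library. The deposited TPM of a library summed to between 914748 and 927064, since the authors' denominator was larger than the sum of the listed counts. No count was 1 and the smallest count above 0 was 2, in keeping with the removal of tags read fewer than 2 times. Differences between groups were tested on the deposited counts with edgeR's quasi-likelihood test and TMM normalization, with all 12 libraries in 1 fit, over the 787 miRNAs with at least 10 counts summed over the libraries, and p-values were adjusted by Benjamini-Hochberg within each comparison. The read processing, the assignment of reads to miRNAs and the naming of miRNAs are those of the authors and were not repeated. A miRNA whose sequence differs from another only at its ends or by 1 base can share reads with it, and the counts of such entries depend on how the authors assigned those reads.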

The sample with the most clean reads was D30-3, with 18,694,375 clean reads, and the lowest was CK-1, with 9,844,859. The number of clean tag sequences in each sample ranged from 18,109,705 to 9,626,768, and the filtering rate ranged from 94% to 98%. The number of reads in each sample library was within a reasonable range, and there were no abnormal samples (Supplementary Table S2).

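By total counts on listed miRNAs, the smallest library, CK-1, had 8454313 and the largest, D30-3, had 15979901. In 11 libraries the number of listed miRNAs with at least 1 count was between 510 (CK-1) and 626 (D30-1), and it was 837 in D30-3. The difference lay in miRNAs known from other species, of which 479 were counted in D30-3 and between 180 and 269 in the other libraries. In D30-3, 220 miRNAs had counts there and in no other library, 12647 counts in all, against 2 to 22 such miRNAs with 4 to 51 counts in each of the other libraries. The share of high-quality reads in Supplementary Table S2 was 98.8% to 99.6% in 7 libraries (CK-1, D10-2, D10-3, D20-1, D20-2, D20-3 and D30-3) and 98.2% to 98.3% in the other 5, so that all D20 libraries were of the first kind.

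**Figure D1:**
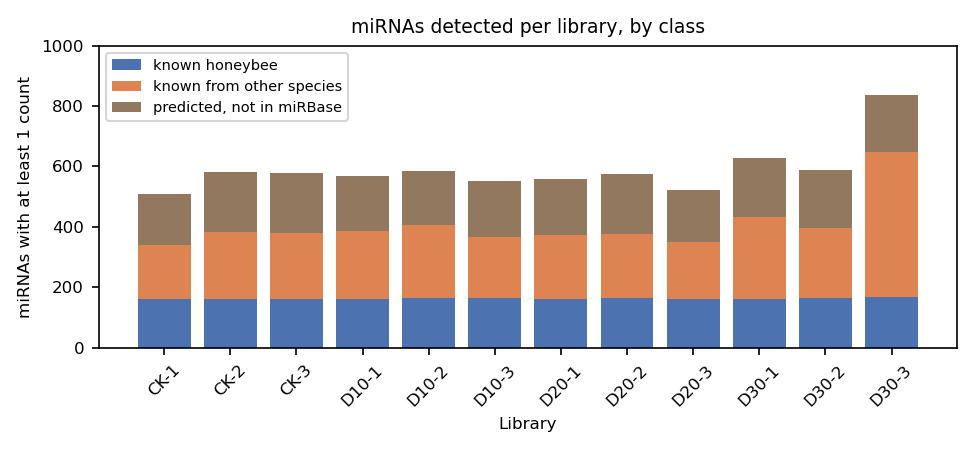
Number of listed miRNAs with at least 1 count in each of the 12 libraries, stacked by class (known honeybee, known from other species, predicted by the authors). D30-3 reaches 837, of which 479 are known from other species.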

### Alignment Analysis

Comparisons were used to determine the miRNA contents present in the samples and their base distributions and identify known and novel miRNAs. The proportion of previously known miRNAs, that is, the honeybee miRNAs included in miRBase, was above 80%. 

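Of the counts on listed miRNAs, known honeybee miRNAs took 97.3% ± 0.162 (SD, n = 3) in CK, 97.4% ± 0.216 in D10, 97.6% ± 0.251 in D20 and 97.0% ± 0.383 in D30. The lowest share of a single library was 96.57% in D30-3 (Wilson 95% interval 96.56% to 96.58%) and the highest 97.76% in D20-3 (97.75% to 97.76%); these intervals cover counting error only, since reads without molecular identifiers are not independent molecules. With the paper's clean tags as the denominator, the share was between 81.7% (D30-1) and 87.3% (D20-3).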

The proportions of the miRNAs known from other species but not annotated in the honeybee miRBase data were all approximately 2%, while some newly discovered miRNAs accounted for only 0.1%. 

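MiRNAs known from other species took 2.56% ± 0.306 (SD, n = 12) of the counts on listed miRNAs, from 2.12% in D20-3 (Wilson 95% interval 2.113% to 2.131%) to 3.31% in D30-3 (3.302% to 3.320%). The miRNAs predicted by the authors took 0.128% ± 0.00798, from 0.118% in D30-1 to 0.146% in CK-1. Relative to the clean tags, the means over the 12 libraries were 2.23% and 0.112%.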

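The files list 180 known honeybee miRNAs, 924 known from other species and 246 predicted ones. At least 1 count over the 12 libraries was recorded for 1069 of them, namely 175 known honeybee miRNAs, 649 known from other species and 245 predicted ones, and the remaining ones had 0 counts in all 12 libraries. At least 10 counts were recorded for 787, and 389 were counted in each library (145, 144 and 100 by class). Leaving D30-3 aside, 849 had at least 1 count, of which 430 were known from other species. With 8454313 to 15979901 counts per library, the smallest share that 3 counts can show was between 0.188 and 0.355 CPM.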

Overall, 1,350 miRNAs were detected, of which only 180 were previously known miRNAs in honeybees, while 924 were known by comparison with other species’ known miRNAs, and 246 were newly discovered novel miRNAs (Supplementary Table S3).

### Analysis of Differential MicroRNA Expression

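Over the 787 miRNAs tested, no miRNA had an adjusted p under 0.05 in edgeR's quasi-likelihood test in any of the 6 comparisons between the 4 groups, so that 0 DEMs were called with a log2 fold change beyond 1. The smallest adjusted p was 0.512 for D10 against CK, 0.537 for D20 against CK, 0.516 for D30 against CK, 0.471 for D20 against D10, 0.413 for D30 against D10 and 0.546 for D30 against D20. At an unadjusted p under 0.05, the test counted 48, 32, 54, 48, 88 and 60 miRNAs in the same order, where 39.4 would be expected if p-values were uniform. With the labels of 1 same-numbered pair of libraries exchanged, the counts were 50, 53 and 45 for D30 against CK and 15, 4 and 12 for D20 against CK. The value of 39.4 is thus not a reliable baseline for each comparison. Testing the 4 groups together counted 0 miRNAs after adjustment and 77 before. The count differed between settings. With edgeR's classic exact test on only the 2 groups compared and without a filter, 14 DEMs were called, 10 of them among the 15 of Supplementary Table S4. The counts listed there for the 15 DEMs equal those of the files in all 180 values. Adjusted over those 15 miRNAs alone, which are the paper's own calls on these libraries and so show no stability, the quasi-likelihood test had 5 past both thresholds for D10 against CK, 6 for D20 against CK and 6 for D20 against D10, and 0 in the other 3 comparisons.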

Using |log2(FC)| > 1 and FDR < 0.05 as the thresholds, 15 miRNAs were identified as differentially expressed among at least two different time points before or after fluvalinate exposure (Supplementary Table S4). A heatmap of the expression levels of these 15 DEMs in each group was drawn, and expression profile cluster analysis was performed (Figure 1). All 15 DEMs were divided into three clusters, and DEMs included in each cluster had similar expression patterns. 

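Hierarchical clustering of the z-scores of the deposited TPM over the 12 libraries, with Pearson correlation distance and average linkage, cut at 3 clusters, placed 15 of the 15 DEMs as in Figure 1, in clusters of 2, 6 and 7. Within the cluster of 6, the correlation between 2 members over the libraries had a median of 0.88 over 15 pairs, from 0.576 to 0.976. Within the cluster of 7, the median was 0.625 over 21 pairs, from 0.148 to 0.831, and the 2 members of the smallest cluster correlated at 0.588. Between members of the clusters of 6 and 7 the median was 0.0216 over 42 pairs. These correlations describe miRNAs chosen for differing between groups. The 15 entries fall into 13 groups of near-identical sequences, since miR-3477-x matches ame-miR-3477-5p and miR-375-y matches ame-miR-375-3p.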

Among them, 10 DEMs were selected for qRT-PCR testing to validate the accuracy of the sequencing data. As shown in Figure 2, the qRT-PCR results of 9 miRNAs were consistent with the RNA-seq results. The miR-750-y qRT-PCR results did not show a trend of differences among the different time periods.

**FIGURE 1:**
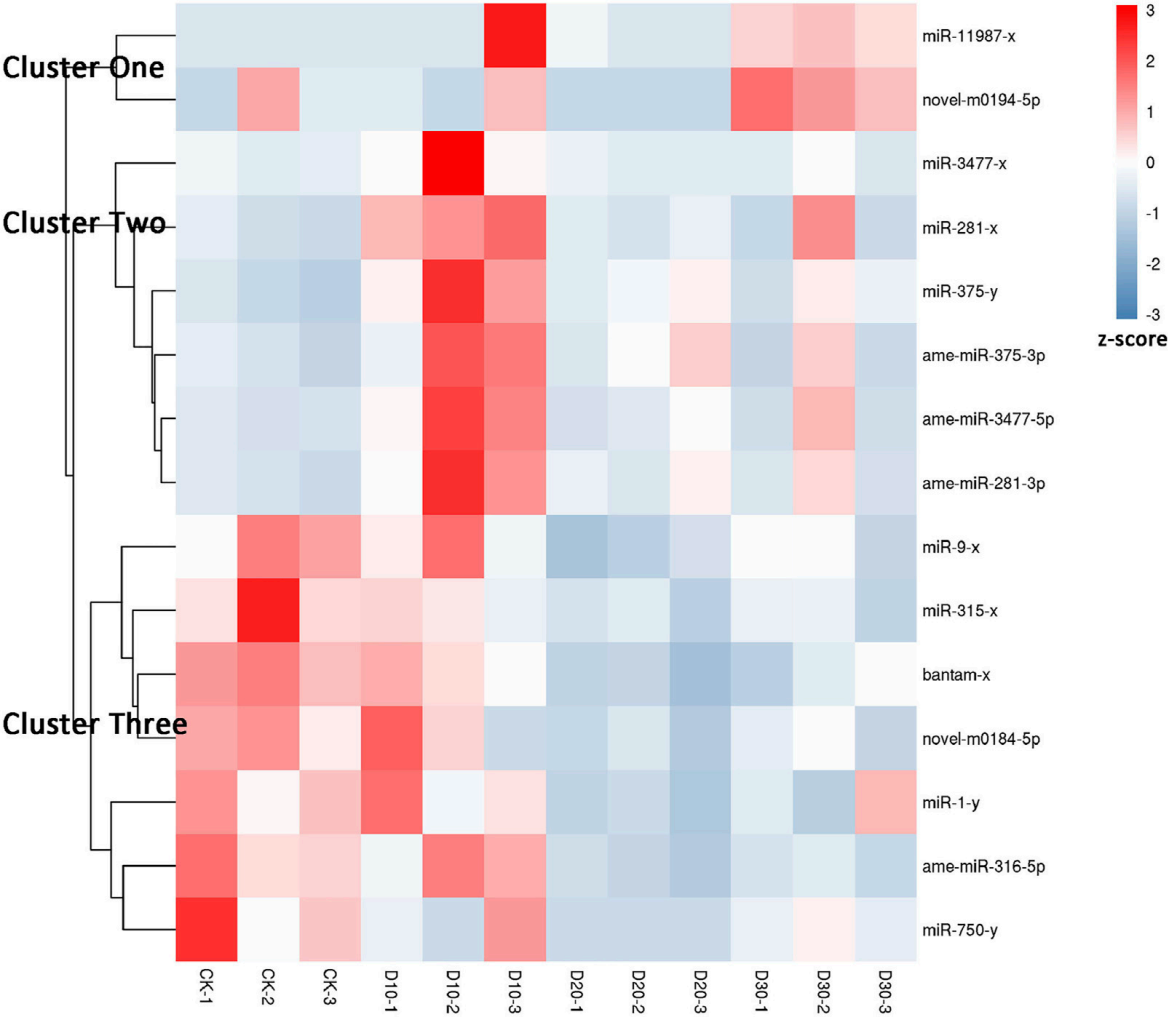
Expression pattern cluster analysis of differential expressed miRNAs. Each column represents a sample, and each row represents a miRNA. The expression level of miRNA in different samples is indicated by different colors. The redder the color, the higher the expression level, and the bluer the color, the lower the expression level.

**FIGURE 2:**
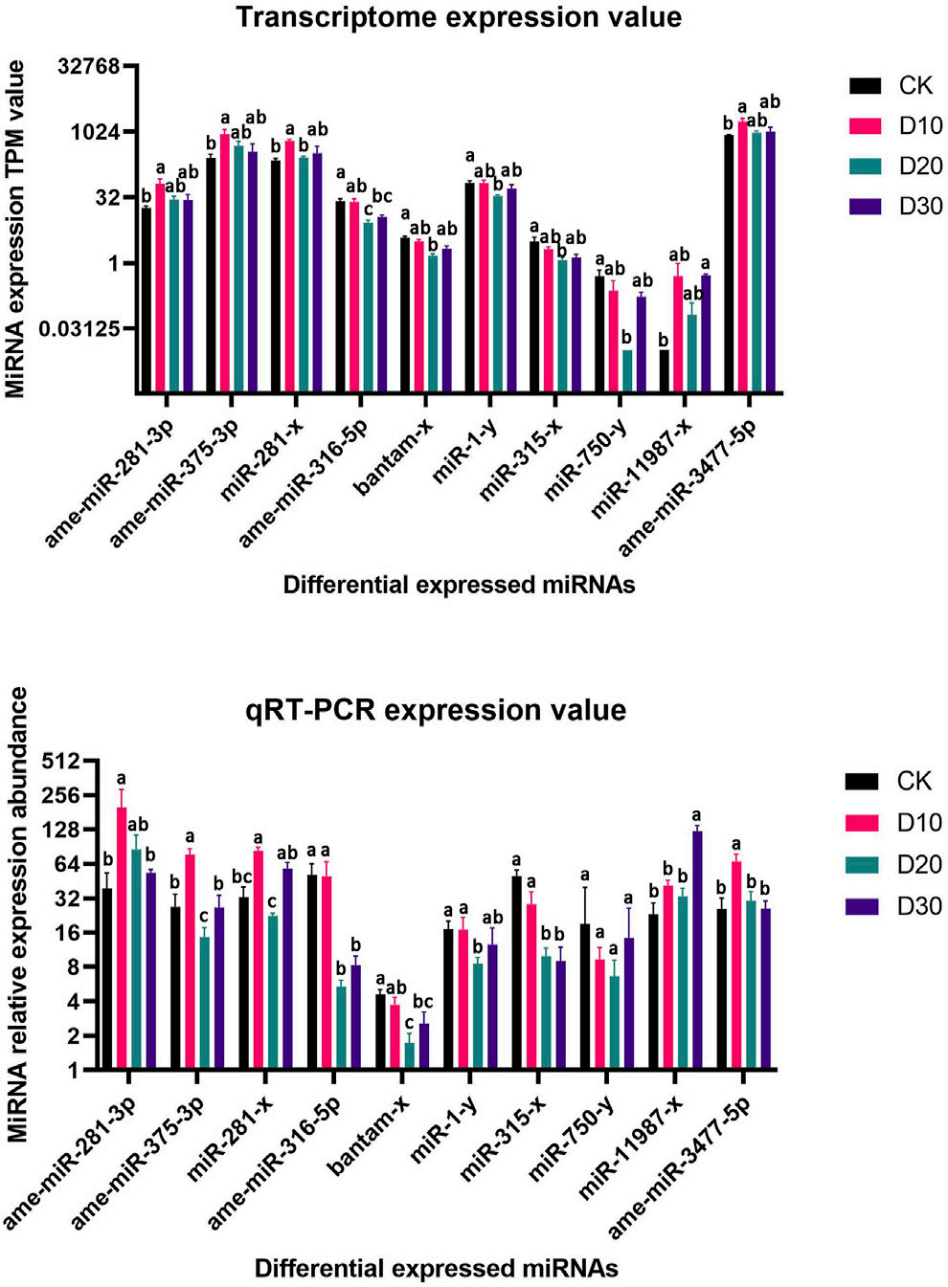
RNA-Seq and qRT-PCR relative expression level of differential expressed miRNAs. **(A)** MiRNA expression TPM value of RNA-Seq, **(B)** MiRNA relative expression level of qRT-PCR. Significant differences are indicated by different symbols with FDR < 0.05 in RNA-Seq results and *p* < 0.05 in qRT-PCR results.

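For the 15 DEMs, from which those of Figure 2 were taken, edgeR's quasi-likelihood test in the fit of all 12 libraries gave no adjusted p under 0.05 between any 2 groups. At an unadjusted p under 0.05, 7 of the 15 differed between D10 and CK, 9 between D20 and CK, 4 between D30 and CK, 11 between D20 and D10, 5 between D30 and D10 and 2 between D30 and D20. In the comparison matching its cluster (D30 against CK for the cluster of 2, D10 against CK for the cluster of 6, D20 against CK for the cluster of 7), 14 of the 15 had all 3 libraries of one group on the same side of all 3 of the other, which chance alone gives for 10% of miRNAs, but these are miRNAs selected for a difference. The smallest p that an exact permutation test of 3 libraries against 3 allows is 0.1.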

Two DEMs were contained in Cluster one, and their expression levels showed a continuous upward trend with increasing treatment time. 

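MiR-11987-x and m0194-5p were counted on few reads, 43 and 45 over the 12 libraries. MiR-11987-x had 0 counts in each CK library, 16 in D10-3 and 0 in the other 2 D10 libraries, 2 in D20-1 and 0 in D20-2 and D20-3, and 8, 9 and 8 in the D30 libraries. Its deposited TPM was 0.496 ± 0.843 (SD, n = 3) in D10, 0.0649 ± 0.095 in D20 and 0.518 ± 0.0596 in D30. Its D30 level was at least 2.11-fold higher than CK, computed against 3 counts per CK library (adjusted p = 0.516, edgeR's quasi-likelihood test). The predicted m0194-5p had a TPM of 0.225 ± 0.274 in CK, 0.199 ± 0.233 in D10 and 0.582 ± 0.123 in D30, and it was not counted in any D20 library. Its log2 fold change in D30 against CK was 1.29 (standard error 1.40, adjusted p = 0.756 from the same test) and ranged from 0.78 to 2.87 with each library left out in turn. Among the libraries with the lower share of high-quality reads (D30-1 and D30-2 against CK-2 and CK-3) the log2 ratio was 0.87, and CK-1, the single CK library of the other kind, had 0 counts. A one-sided exact permutation test for a rise over CK, D10, D20 and D30 (Jonckheere-Terpstra statistic, all assignments, n = 3 per group) gave p = 0.0195 for miR-11987-x and p = 0.226 for m0194-5p, or 0.0439 and 0.226 after adjustment over the 9 such tests; both miRNAs and the direction tested were taken from the paper's calls on these libraries. For both, the D20 mean was below the D10 mean, for miR-11987-x only through the counts in D10-3.

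**Figure D2:**
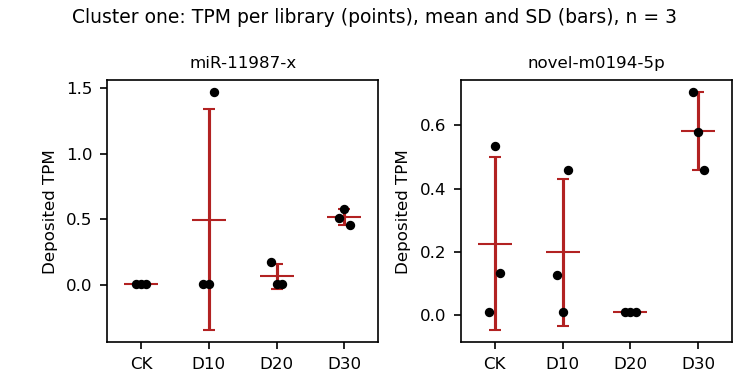
Deposited TPM of miR-11987-x and m0194-5p in each library (points) by group, with the mean and SD of 3 libraries. Each D30 library has counts, and the D20 libraries lie at or near the value written for 0 counts.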

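For miR-3477-x, miR-281-x, miR-375-y, ame-miR-375-3p, ame-miR-3477-5p and ame-miR-281-3p, the mean deposited TPM was highest in D10 in 6 of 6. Ame-miR-375-3p had 255 ± 96.9 (SD, n = 3) TPM in CK and 898 ± 448 in D10, and miR-281-x had 220 ± 51.7 and 617 ± 92.6. The largest log2 fold change in D10 against CK was that of miR-375-y, 2.47 (standard error 0.57, adjusted p = 0.512), and that of ame-miR-281-3p was 1.84 (standard error 0.47, adjusted p = 0.512), both from edgeR's quasi-likelihood test. Over the 6 miRNAs the log2 fold change was between 1.06 and 2.47 and the adjusted p between 0.512 and 0.727. With each library left out in turn, the log2 fold changes ranged from 0.79 to 3.04. The lowest was that of miR-3477-x without D10-2, a library with 802 of its counts, against 1.80 with all libraries. Every D10 library exceeded every CK library for each of the 6; chance gives a separation in one or the other direction for 10% of miRNAs not selected for a difference. In a one-sided exact permutation test of the 3 D10 libraries against the other 9 on log2(TPM + 1), over 220 assignments, p was 0.00455 for miR-3477-x, the smallest value possible, and at most 0.0273 (ame-miR-375-3p), or 0.0164 and 0.0273 after adjustment over the 6 tests; the 6 were selected for this pattern on the same libraries. Without D10-3, p stayed under 0.05 for 2 of the 6. Among the libraries with a higher share of high-quality reads (D10-2 and D10-3 against CK-1), the log2 ratio was 1.95 for ame-miR-281-3p, 1.74 for ame-miR-375-3p and 1.27 for miR-281-x, and among the others (D10-1 against CK-2 and CK-3) it was 0.94, 0.87 and 1.44. MiR-3477-x, with 2184 counts in all, and miR-375-y, with 774, are near-identical to ame-miR-3477-5p and ame-miR-375-3p, with 188922 and 79832, and may share reads with them. The paper gives ame-miR-281-5p as another name of miR-281-x, so that it and ame-miR-281-3p would come from the same hairpin. The 6 are therefore not independent of each other.

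**Figure D3:**
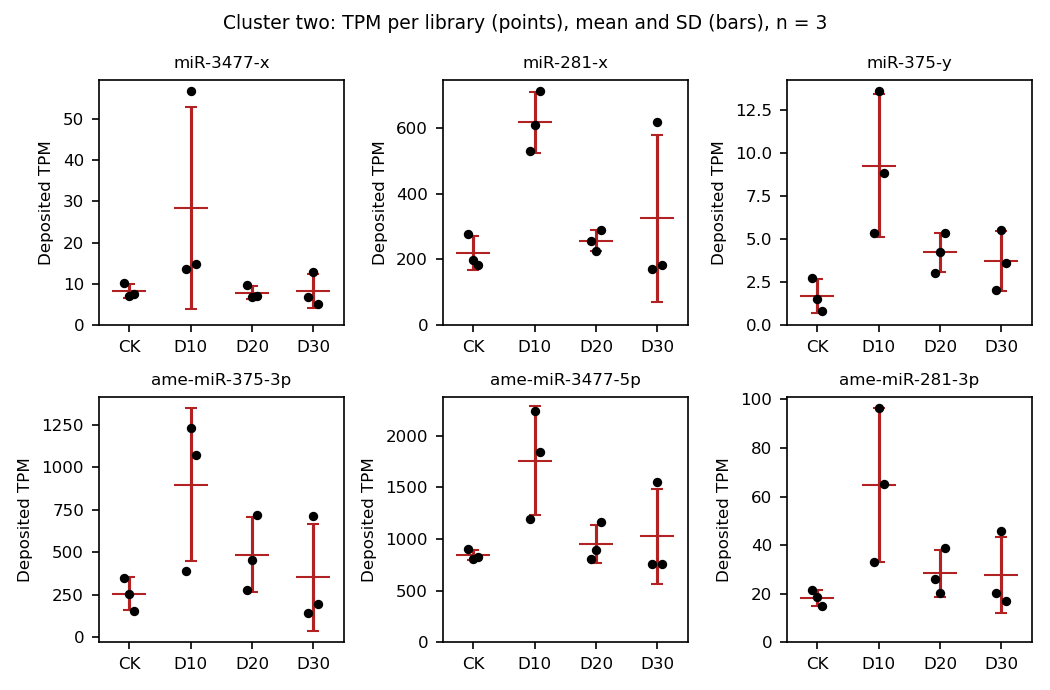
Deposited TPM of the 6 miRNAs in each library (points) by group, with the mean and SD of 3 libraries. The 3 D10 libraries lie above the 3 CK libraries in each panel, and the D30-2 point lies above the lowest D10 point in each panel except that of miR-3477-x, as does the D20-3 point for miR-375-y, ame-miR-375-3p and ame-miR-281-3p.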

In Cluster two, six DEMs showed the highest expression in the D10 stage. 

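For miR-9-x, miR-315-x, bantam-x, m0184-5p, miR-1-y, ame-miR-316-5p and miR-750-y, the mean deposited TPM was highest in CK in 7 of 7 and lowest in D20 in 7 of 7, and the D30 mean was above the D20 mean in 7 of 7. Ame-miR-316-5p had 25.8 ± 6.96 (SD, n = 3) TPM in CK, 24.9 ± 8.38 in D10, 8.38 ± 2.21 in D20 and 11.3 ± 2.09 in D30. Its log2 fold change in D20 against CK was −1.54 (standard error 0.32, adjusted p = 0.537 from edgeR's quasi-likelihood test), and that of bantam-x was −1.32 (standard error 0.32, adjusted p = 0.537). The other 4 miRNAs above the floor were between −1.50 (miR-9-x) and −0.93 (miR-1-y), with an adjusted p of 0.811 each. MiR-750-y, with 33 counts over the 12 libraries, had 8, 3 and 6 counts in CK and 0 in each D20 library. It was at least 1.99-fold lower in D20 when computed against 3 counts per library. That limit rests largely on CK-1, with 0.925 TMM-normalized CPM against 0.218 in CK-2 and 0.418 in CK-3. A one-sided exact permutation test for a fall over CK, D10, D20 and D30 (n = 3 per group) gave p = 0.00299 for bantam-x, 0.00797 for miR-315-x, 0.0183 for ame-miR-316-5p, 0.0374 for m0184-5p, 0.0515 for miR-9-x and miR-1-y, and 0.124 for miR-750-y. After adjustment over 9 tests, bantam-x (0.0269), miR-315-x (0.0359) and ame-miR-316-5p (0.0439) stayed under 0.05. The miRNAs and the direction tested were taken from the paper's clusters of these same libraries, so these p-values are not independent evidence of a fall. All D20 libraries have the higher share of high-quality reads, so the comparison within that kind has CK-1 as its single CK library; there, apart from miR-750-y, the log2 ratio was between −1.92 (ame-miR-316-5p) and −0.88 (miR-315-x), with −0.94 for miR-9-x, and no such comparison exists among the other libraries. MiR-9-x, miR-315-x, miR-1-y and miR-750-y are near-identical to more abundant honeybee miRNAs, of whose joint counts they make up 0.42%, 0.178%, 3.99% and 0.295%, and may share reads with them.

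**Figure D4:**
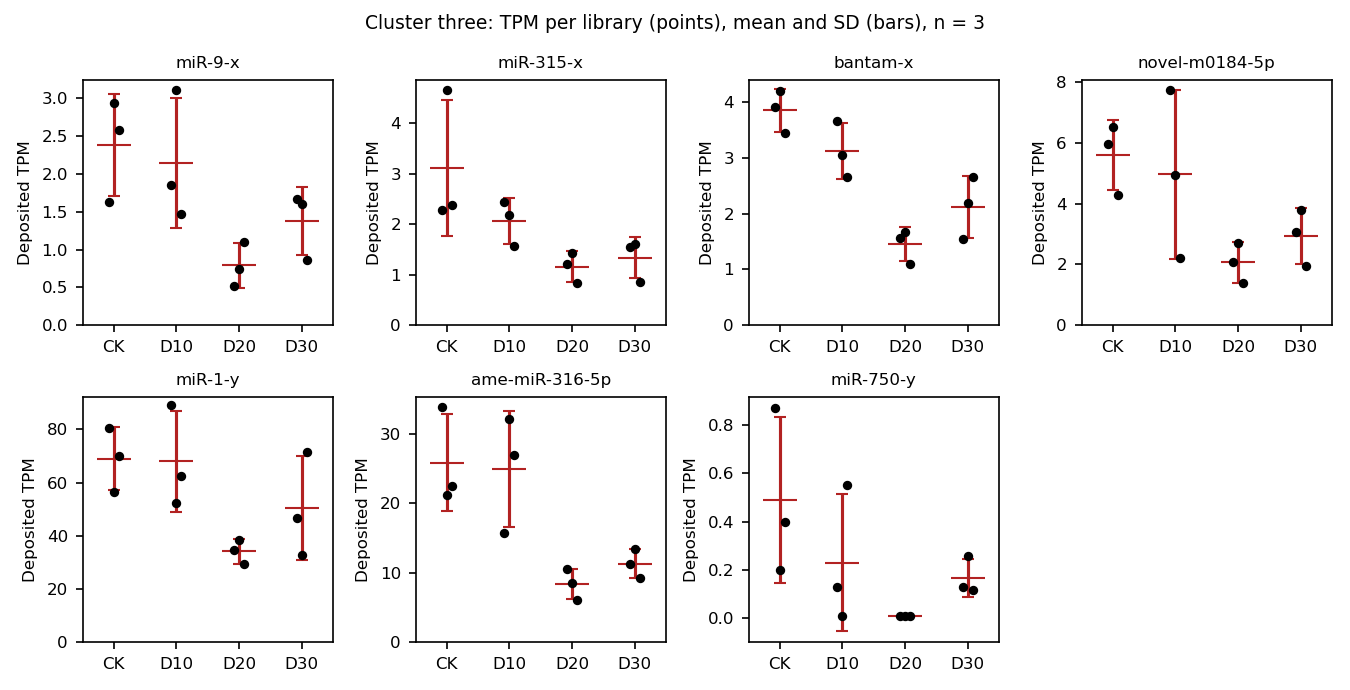
Deposited TPM of the 7 miRNAs in each library (points) by group, with the mean and SD of 3 libraries. The D20 mean is the lowest in each panel, and miR-750-y has 0 counts in each D20 library.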

In Cluster three, the expression of the seven DEMs gradually decreased after treatment with fluvalinate. A reasonable guess is that miRNAs with the same expression pattern have similar functions. Therefore, to further explore the regulatory roles of these DEMs, we performed GO and KEGG enrichment analyses on the target genes of the three clusters of DEMs.

### Gene Ontology Enrichment Analysis

To clarify the main functions and regulatory mechanisms associated with the DEMs, we performed GO analysis on their potential target genes (Supplementary Figure S1).

For Cluster one target genes, 40 biological process terms and six molecular function terms showed significant enrichment, while no significant result was obtained from the cellular component terms. Among all Cluster one enriched GO terms, the top 12 most significant terms were all related to RNA splicing and processing.

For Cluster two, 61 cellular component terms, 54 molecular function terms, and 71 biological process terms were significantly enriched. It is worth noting that, among the three types of terms, the terms with the highest significant enrichment level were all related to ion transmembrane transport and protein modification.

For Cluster three, 10 cellular component terms, 43 molecular function terms, and 44 biological process terms achieved significant enrichment levels. The top significantly enriched biological process terms were “cellular protein modification process, protein modification process, and macromolecule modification.”

Furthermore, we also noticed that 27 GO terms were significantly enriched in all three clusters. Among them, we found three biological processes related to advanced brain functions: “behavior,” “learning or memory,” and “cognition.”

### Kyoto Encyclopedia of Genes and Genomes Enrichment Analysis

We performed KEGG pathway enrichment analysis on the target genes of the DEMs. The pathways that obtained significant enrichment are shown in Supplementary Table S5.

The results showed that, in Cluster one, 200 target genes were enriched in 53 KEGG pathways, and only five pathways were significantly enriched. Among them, the pathway with the most significant enrichment level and the largest number of target genes was “Dorsoventral axis formation.”

For Cluster two, 89 KEGG pathways were enriched, and 15 pathways achieved a significant level. Among them, the pathway with the most significant enrichment and the largest number of target genes was the “Wnt signaling pathway.”

In Cluster three, 749 target genes were enriched in 105 KEGG pathways, 11 of which were significantly enriched. The pathway with the most significant enrichment was “Phototransduction-fly,” and the pathway containing the largest number of target genes was “Wnt signaling pathway.”

To compare the KEGG pathway enrichment results of the three clusters of DEMs, we selected and combined the top five enriched pathways in each cluster (Figure 3). The results showed large differences among the three clusters. The KEGG pathways “Dorso-ventral axis formation,” “Wnt signaling pathway,” and “Hedgehog signaling pathway-fly” were significantly enriched in all three DEM clusters, which may indicate that these pathways are regulated by DEMs at multiple periods after fluvalinate treatment. The pathways “Phototransduction-fly” and “Hippo signaling pathway-fly” were significantly enriched in Clusters two and three, which may indicate that these pathways are regulated by DEMs immediately after fluvalinate treatment. The pathways “spliceosome,” “circadian rhythm-fly,” and “phagosome” were specifically significantly enriched in Clusters one, two, and three, respectively, which may indicate that these pathways are related to the unique functions of DEMs with different expression patterns.

**FIGURE 3:**
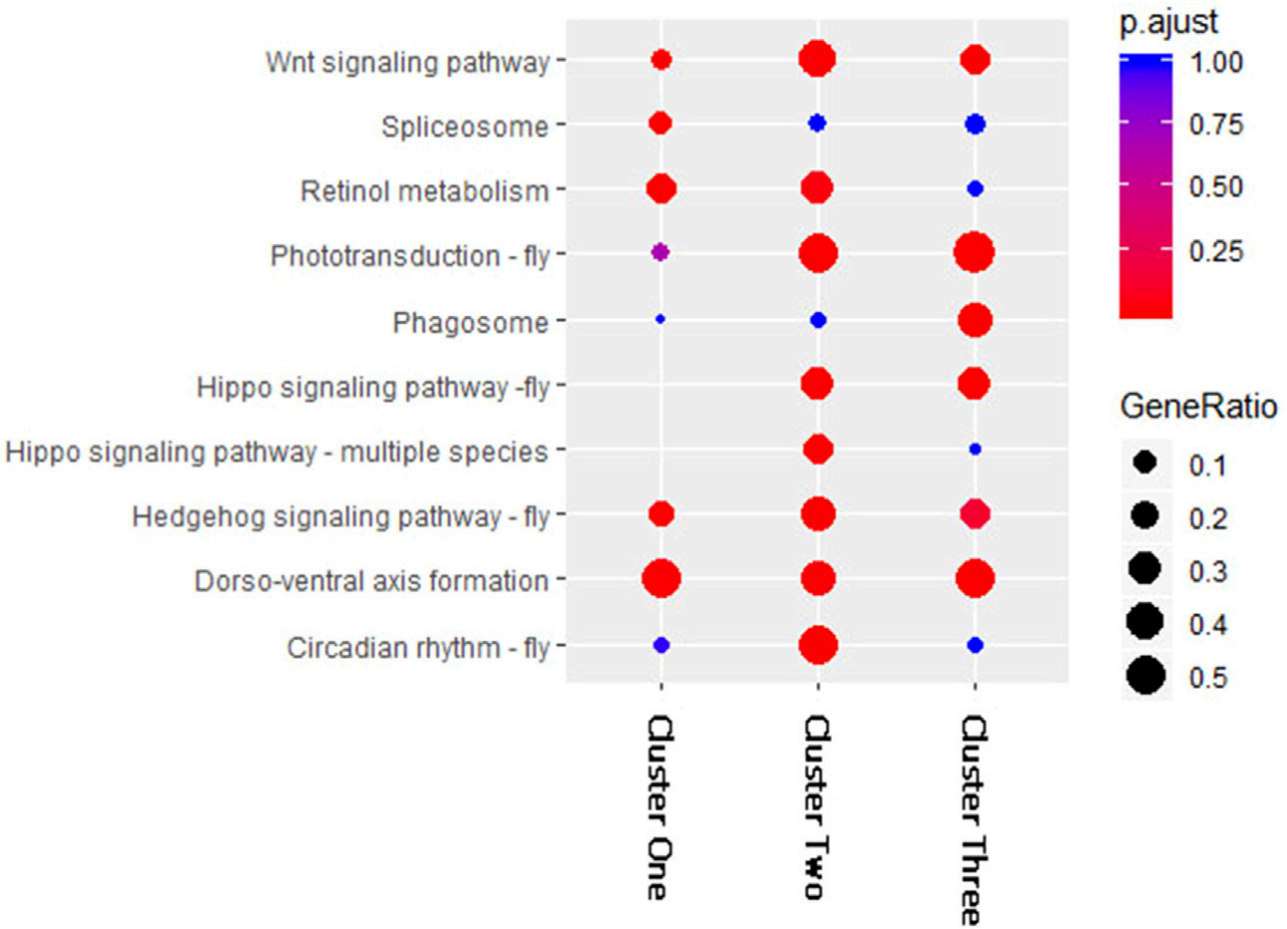
KEGG enrichment for miRNA target genes of each cluster. The horizontal axis of the bubble graph represents the number of target genes in each KEGG pathway, the vertical axis represents different channel names, the different colors of bubbles represent the FDR values, and the size of the bubbles represents the gene ratio value.

To further confirm the pathways that each miRNA may regulate, KEGG enrichment analysis was also performed for all 15 DEM target genes, and the top five enriched pathways were selected for comparison (Figure 4). In Cluster one, target genes were enriched in nine KEGG pathways, and only “Dorso-ventral axis formation” achieved the top five significance levels in both DEMs. In Cluster two, target genes were enriched in 20 pathways, while the pathways “Wnt signaling pathway” and “Phototransduction-fly” contained the most target genes and DEMs. In Cluster three, target genes were enriched in 23 pathways, among which target genes of four DEMs were enriched in “Hippo signaling pathway-fly,” and target genes of three DEMs were enriched in “Phototransduction-fly” and “Starch and sucrose metabolism.” Among all of the top enriched pathways, the “Hippo signaling pathway-fly” achieved the top five significant levels in six DEMs with the largest DEM number, followed by the “Dorso-ventral axis formation,” “Wnt signaling pathway,” and “Phototransduction-fly” pathways; all achieved the top five significant levels in five DEMs. According to the above enrichment results, “Hippo signaling pathway-fly,” “Dorso-ventral axis formation,” “Wnt signaling pathway,” and “Phototransduction-fly” were considered the key KEGG pathways in the miRNA coordinated posttranscriptional regulation after fluvalinate treatment.

**FIGURE 4:**
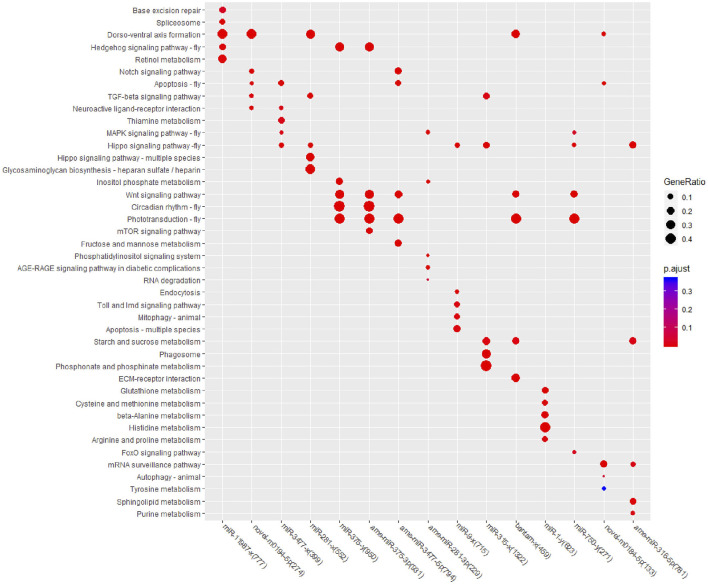
KEGG enrichment for target genes of each miRNA.

### Network Analysis

Based on the KEGG enrichment results, we imported the DEMs and all KEGG pathways with significant enrichment as nodes into Cytoscape 3.7.0 to draw a network map, and the size of the miRNA nodes was determined by their expression level. In total, 15 miRNAs and 39 significantly enriched KEGG pathways were included in the network (Figure 5). 

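In deposited TPM, ame-miR-3477-5p was 1.28 ± 0.297 (SD, n = 12) times the sum of the other 14 DEMs. The ratio was 1.43 ± 0.316 (SD, n = 3) in CK, 1.03 ± 0.0853 in D10, 1.17 ± 0.118 in D20 and 1.49 ± 0.394 in D30, and it was above 1 in 11 of the 12 libraries, with 0.934 in D10-3. When entries of near-identical sequence were first merged, which brings abundant miRNAs such as ame-miR-1-3p into the sum, the ratio was 0.294 ± 0.0829 (SD, n = 12) and was above 1 in 0 libraries.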

The most highly expressed miRNA was ame-miR-3477-5p, which exceeded the sum of the other 14 miRNAs, and its potential target genes were significantly associated with eight pathways.

**FIGURE 5:**
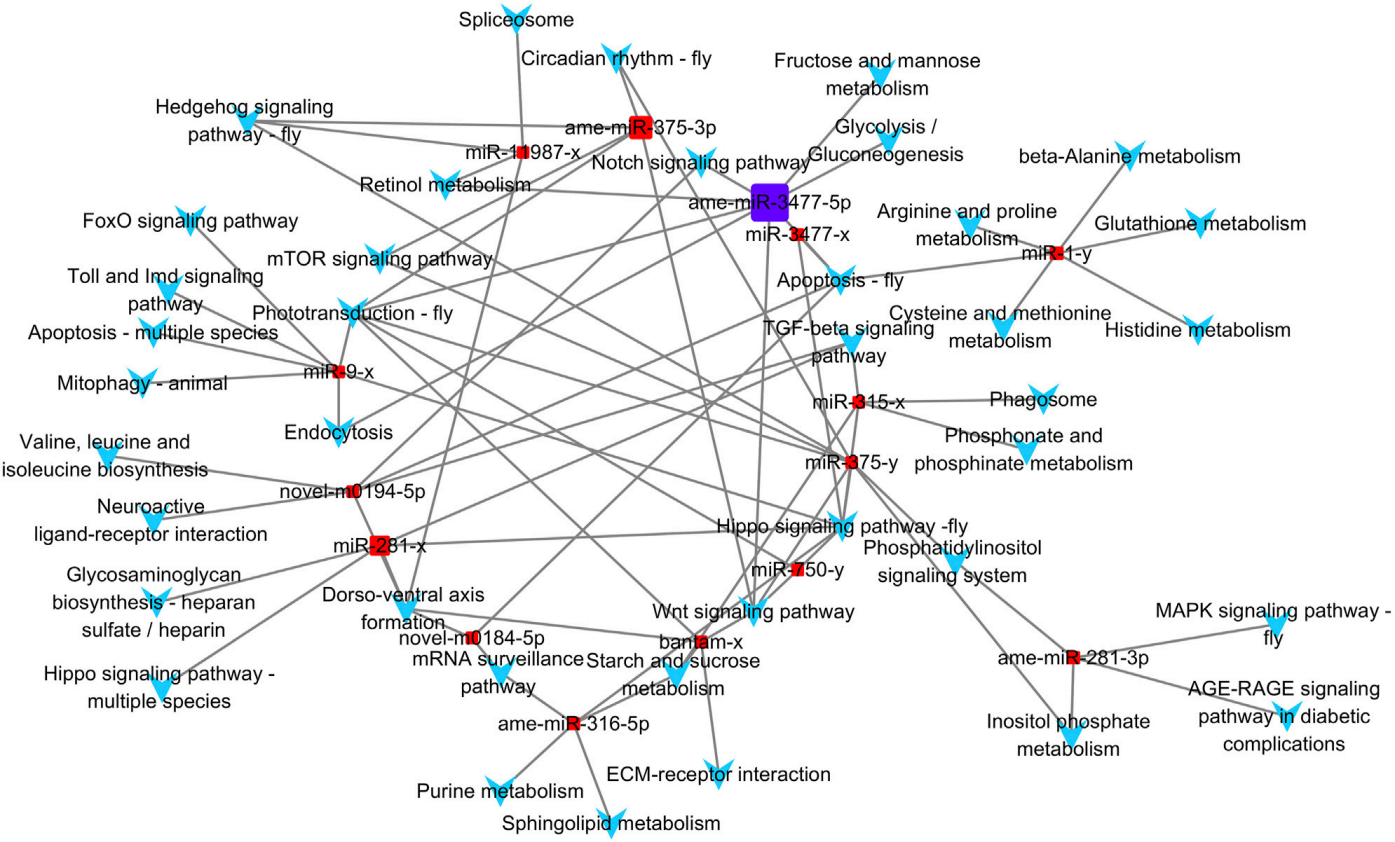
Differential expressed miRNA and KEGG pathway network. Square nodes represent miRNAs, and arrow-shaped nodes represent pathways. The miRNA nodes' sizes were determined by the expression value.

Among the 39 significantly enriched KEGG pathways, “Hippo signaling pathway-fly” was associated with the target genes of seven miRNAs. Both the “Phototransduction-fly” and “Apoptosis-fly” pathways were associated with the target genes of six miRNAs, while the “Wnt signaling pathway” and “Dorso-ventral axis formation” were associated with the target genes of five miRNAs. Therefore, “Apoptosis-fly” was also considered a key KEGG pathway, similar to the other four pathways. DEMs with the top three expression levels that participate in the regulation of at least one key pathway were determined to be key miRNAs. Therefore, ame-miR-3477-5p, ame-miR-375-3p, and miR-281-x were identified as key miRNAs, and their target genes enriched in key KEGG pathways are listed as potential key target genes (Supplementary Table S6).

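The mean deposited TPM over the 12 libraries was 1147 ± 486 (SD, n = 12) for ame-miR-3477-5p, 498 ± 362 for ame-miR-375-3p and 355 ± 202 for miR-281-x, which were ranks 1, 2 and 3 among the 15 DEMs. Among all listed miRNAs they were ranks 47, 64 and 71. The order was the same with each library left out in turn and by the median TPM (900, 370 and 268). From this order, together with the enrichment of predicted target genes in a key pathway, the paper reasons that the 3 are key miRNAs.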

## Discussion

This study focused on identifying *Apis mellifera ligustica* brain tissue DEMs before and after fluvalinate treatment. As a pyrethroid, fluvalinate has been used to control Varroa mites in honeybees since the 1980s (Vu et al., 2020). In recent years, beekeepers have noted an increase in certain phenomena: honeybees gradually die and homing decreases after fluvalinate use, colonies generally decline, and empty nests often appear. Many studies have reported that fluvalinate has negative impacts on multiple survival traits of *Apis mellifera*, including learning and memory ability (Rinderer et al., 1999; Burley et al., 2008; Berry et al., 2013; Frost et al., 2013). However, to our knowledge, there is still no research on the function of miRNAs in this process.

In this study, 15 DEMs were identified at different times after fluvalinate exposure in *Apis mellifera ligustica* brain tissues. 

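By mean deposited TPM over the 12 libraries, miR-1-y (55.4 ± 19.7, SD, n = 12) and ame-miR-281-3p (34.9 ± 24.4) were ranks 4 and 5 among the 15 DEMs, after miR-281-x, ame-miR-375-3p and ame-miR-3477-5p, and ame-miR-316-5p (17.6 ± 9.50) was rank 6. The SDs of miR-1-y and ame-miR-281-3p are about as large as the distance between them. The most abundant miRNAs of these libraries were others, ame-miR-276-3p with 215912 ± 22380 TPM (SD, n = 12), ame-miR-2796-3p with 193099 ± 21130, ame-miR-184-3p with 157264 ± 11618, ame-miR-981-3p with 48652 ± 10989 and ame-miR-317-3p with 39141 ± 4984. The first 3 took 23.3%, 21.0% and 17.2% of all counts on listed miRNAs. MiR-1-y is near-identical to ame-miR-1-3p, which had a mean of 1361 TPM, and may share reads with it.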

Among them, the five DEMs with the highest expression were ame-miR-3477-5p, ame-miR-375-3p, miR-281-x, miR-1-y, and ame-miR-281-3p. Ame-miR-3477-5p showed the highest expression value, which exceeded the sum of the other 14 miRNAs.

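Ame-miR-3477-5p (TAATCTCATGCGGTAACTGTGAG) is encoded by the hairpin Mir3477 on linkage group 2 of Amel_HAv3.1, from 4841409 to 4841507, inside the annotated span of the protein-coding gene LOC411348. Its deposited TPM was 847 ± 50.8 (SD, n = 3) in CK, 1759 ± 526 in D10, 954.7 ± 184.3 in D20 and 1025 ± 460 in D30. The log2 fold change in D10 against CK was 1.06 (standard error 0.31, adjusted p = 0.685 from edgeR's quasi-likelihood test) and stayed between 0.85 and 1.35 with each library left out in turn. The one-sided exact permutation test of D10 against the other 9 libraries gave p = 0.00909. Among the libraries with the higher share of high-quality reads the log2 ratio of D10 to CK was 1.20, and among the others it was 0.52. After D10, the log2 fold change against CK was 0.26 in D20 (standard error 0.30, adjusted p = 1) and 0.27 in D30 (standard error 0.30, adjusted p = 0.762), so neither differed from CK by more than its error. The D30 libraries ranged from 757 TPM in D30-1 to 1556 in D30-2, a range that includes all CK libraries and D10-1 (1195).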

Expression pattern analysis showed that ame-miR-3477-5p reached the peak expression level at 10 days after fluvalinate treatment and then returned to the preadministration level. This phenomenon may suggest that ame-miR-3477-5p plays a role in the early brain damage or detoxification process caused by fluvalinate. However, we also found very few research reports related to ame-miR-3477-5p, and it has only been detected in three species: *Apis mellifera*, *Tribolium castaneum*, and *Nasonia vitripennis*. The only research related to ame-miR-3477-5p′s function reported that after worker honeybees perform visual pattern learning in a maze, the expression of miR-3477 in the brain is significantly upregulated (Qin et al., 2014). In our research, the potential target genes of ame-miR-3477-5p were significantly enriched in eight KEGG pathways, while the top enriched pathway was phototransduction-fly. This result suggests that the function of ame-miR-3477-5p may be related to vision, learning, or memory.

DEMs ame-miR-375-3p and miR-281-x, which were also identified as key miRNAs, showed similar expression patterns to ame-miR-3477-5p. 

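Over the 12 libraries, log2(TPM + 1) of ame-miR-375-3p correlated with that of ame-miR-3477-5p with Pearson's r = 0.913 (permutation p = 3e-05) and Spearman's rho = 0.902 (permutation p = 0.00022), and that of miR-281-x with r = 0.928 (p = 5e-05, permutation) and rho = 0.909 (p = 0.00011, permutation). The 3 miRNAs were selected for a similar pattern over these libraries, so these p-values do not test it independently. Adjusted over the 2 pairs, p was 5e-05 for both r and 0.00022 for both rho. Without D10-2 and D10-3, the libraries farthest from the median of ame-miR-3477-5p, r was 0.833 for ame-miR-375-3p and 0.926 for miR-281-x. The correlation was also present within groups, since the deviations from the group means gave r = 0.94 (exact permutation within groups, p = 0.00231) and r = 0.82 (p = 0.0208, exact). Among the 7 libraries with the higher share of high-quality reads, r was 0.945 (exact permutation p = 0.000397) and 0.95 (exact permutation p = 0.00595), and the other 5 libraries are too few for a correlation.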

Among them, the target genes involved in the key KEGG pathways “Phototransduction-fly” and “Wnt signaling pathway” of ame-miR-375-3p were highly similar to those of ame-miR-3477-5p. 

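CaMKII is annotated as Camkii (gene 551691) on linkage group 4 of Amel_HAv3.1, from 5243020 to 5370926, with 43 annotated mRNAs. The 42 transcripts that the paper's Supplementary Table S6 lists for ame-miR-3477-5p and for ame-miR-375-3p are the same 42, and all are among the annotated ones. The hairpin Mir375, which encodes ame-miR-375-3p (TTTGTTCGTTCGGCTCGAGTTA), lies on linkage group 3 from 6120162 to 6120261, within the span of the protein-coding gene LOC113218672, so neither hairpin is on the chromosome of Camkii. The gene table used gives no strand or exons, and seed matches in the transcripts were not analysed here.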

Both ame-miR-3477-5p and ame-miR-375-3p regulate the phototransduction pathway and Wnt signaling pathway mainly by targeting CaMKII (both target 42 transcripts of CaMKII). CaMKII is a multifunctional serine/threonine protein kinase that is highly expressed in brain tissue; it is also the main component of PSD and is autophosphorylated to participate in learning, memory, and cognitive ability and may be the molecular basis of nervous system plasticity (Joiner and Griffith, 1997; Bejar et al., 2002; Lisman et al., 2002; Zhang et al., 2005). Previous studies have confirmed that CaMKII is a molecular memory switch in vertebrates and insects and plays important roles in memory formation in *Drosophila* and *Apis mellifera* (Mehren and Griffith, 2004; Malik et al., 2013; Matsumoto et al., 2014; Scholl et al., 2015). Furthermore, activation of CaMKII was reported to be involved in the modulation of the voltage dependence of steady-state inactivation, and activation of the CaM-kinase II pathway by an increased intracellular calcium concentration might cause specific ion channels to be sensitive to the pesticide (Lavialle-Defaix et al., 2010). Several miRNAs, including miR-1, miR-30b-5p, miR-145, miR-148, and miR-152, have been reported to target the CaMKII gene, but miR-375-3p and miR-3477-5p are not among them (Terentyev et al., 2009; Liu et al., 2010; Cha et al., 2013; He et al., 2013). Our results reveal that ame-miR-375-3p and ame-miR-3477-5p are newly discovered potential regulators of CaMKII and may play roles in memory or cognitive impairment in the *Apis mellifera ligustica* brain after fluvalinate treatment. It is worth noting that the monkey DEMs bantam-x and miR-750-y were also predicted to target CaMKII, which may indicate the existence of a complex posttranscriptional regulatory network controlling CaMKII.

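The hairpin Mir281 lies on linkage group 1 of Amel_HAv3.1 from 20557512 to 20557614, within the span of the annotated lncRNA gene LOC113218663. The files list miR-281-x, 22 nt long, among the miRNAs known from other species, with 58152 counts over the 12 libraries, and ame-miR-281-3p (TGTCATGGAGTTGCTCTCTTTGT) among the known honeybee miRNAs, with 5669 counts. MiR-281-x had 257 ± 33.1 TPM (SD, n = 3) in D20 and 325 ± 255 in D30, where D30-2 had 619 TPM and D30-1 had 171.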

The key miRNA miR-281-x, which is also known as ame-miR-281-5p, has been reported to be differentially expressed in the honeybee brain after treatment with dinotefuran (Huang et al., 2021). In this research, the potential target genes of miR-281-x were significantly enriched in the key pathways Dorso-ventral axis formation and Hippo signaling pathway-fly. Our results showed that miR-281-x targets 27 transcripts of the LOC409780 gene, currently referred to as CELF2 (CUGBP Elav-like family member 2) in *Apis mellifera*. 

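LOC409780 lies on linkage group 1 of Amel_HAv3.1 from 3291485 to 3749589, a span of 458105 bases, and has 27 annotated transcripts. All 27 transcripts that the paper's Supplementary Table S6 lists for miR-281-x are among them, so the list covers each annotated transcript of the gene.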

As a member of the CELF family and the dorsoventral axis formation pathway, CELF2 is widely expressed in various systems of animals and is implicated in the regulation of RNA biogenesis as a splicing factor (Dasgupta and Ladd, 2012; Ajith et al., 2016). MiR-281-x also targets 13 transcripts of the LOC408616 gene, currently known as TEAD1/TEF-1 (transcriptional enhancer factor TEF-1) in *Apis mellifera*. 

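LOC408616 lies on the same linkage group as LOC409780, from 4829148 to 5010980, and has 13 annotated transcripts. The paper's Supplementary Table S6 lists 13 for miR-281-x, and all 13 are among the annotated ones.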

As a Hippo signaling effector, TEAD1 participates in various biological processes and plays important roles in animal tissue growth and maintenance (Dey et al., 2020; Heng et al., 2021).

The current results also show that the potential target genes of DEMs miR-11987-x, novel-m0194-5p, and novel-m0184-5p are enriched in the dorsoventral axis formation pathway, and both can target the Broad-Complex (Br-c) gene. As a member of the “Dorso-ventral axis formation” pathway, Br-C is an early ecdysone-responsive gene encoding a family of zinc-finger transcription factors and is involved in insect development regulation (Paul et al., 2006; Jiang et al., 2015). Br-C was reported to be relatively highly expressed in the brain tissue of honeybee and oriental river prawn, which may indicate that Br-C could participate in insect brain function regulation (Paul et al., 2006; Jiang et al., 2015). 

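Br-c (gene 552255) lies on linkage group 13 of Amel_HAv3.1 from 3298951 to 3357708, and 15 mRNAs are annotated for it. The predicted m0194-5p has the sequence TGTCGTGACACTCGTGGCGGTC and m0184-5p the sequence ACGCCTGAAATTTGCTTTTTACCT. The predicted m0184-5p had 657 counts over the 12 libraries and a deposited TPM of 5.61 ± 1.16 (SD, n = 3) in CK, 4.97 ± 2.78 in D10, 2.07 ± 0.673 in D20 and 2.94 ± 0.928 in D30. Target sites in the transcripts were not analysed here.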

Interestingly, our results showed that DEMs miR-11987-x, novel-m0194-5p, and novel-m0184-5p have different target sites in the Br-C gene. miR-11987-x can target two transcripts, while novel-m0194-5p and novel-m0184-5p target seven different transcripts of Br-C.

In summary, the results of this study reveal that the miRNA expression profiles in the brains of *A. mellifera ligustica* changed before and after treatment with fluvalinate. The results of target gene functional enrichment analyses indicate that the DEMs may be related to cell apoptosis and memory damage in the brain. This study further confirms that abnormal activities observed among honeybees after fluvalinate administration may be caused by neurological disorders, including excessive arousal and memory loss caused by fluvalinate-induced brain damage. However, the specific roles of these miRNAs in brain function remain to be investigated, and their regulatory mechanisms also need to be further studied. This study provides new information on the molecular mechanisms and regulatory pathways of the fluvalinate response in *A. mellifera ligustica* brain tissue.

In summary, the results of this study reveal that the miRNA expression profiles in the brains of *A. mellifera ligustica* changed before and after treatment with fluvalinate. The results of target gene functional enrichment analyses indicate that DEMs may be related to cell apoptosis and memory damage in the brain. This study further confirms that abnormal activities in honeybees after fluvalinate administration may be caused by neurological disorders, including excessive arousal and memory loss caused by fluvalinate-induced brain damage. However, specific roles of these miRNAs in brain function remain to be investigated, and their regulatory mechanisms also need to be further studied. This study provides new information on the molecular mechanisms and regulatory pathways of fluvalinate response in *A. mellifera ligustica* brain tissue.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE162423.

How the deposited data were processed for this re-analysis (not part of the article)

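The data are 12 small RNA libraries of pooled Apis mellifera ligustica worker brains, 3 from untreated bees (CK) and 3 each from bees 10, 20 and 30 days after fluvalinate treatment began. The authors removed low-quality reads, reads without linkers or insert, inserts shorter than 18 nt, polyA reads and tags read fewer than 2 times, removed other small RNAs and tags of exons, introns and repeats, and assigned the remaining tags to known honeybee miRNAs, to miRNAs of other species and to predicted hairpins. The authors deposited for each library a count of reads per miRNA, without normalization. The authors also deposited TPM values, in which the count is divided by a library total larger than the sum of the listed counts, without length correction, and 0 counts are written as 0.01. Reads were not reprocessed, so the assignment of reads that fit several miRNAs, such as variants of 1 hairpin or members of a family, is the authors'.

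Sample groups were taken from the sample labels and the paper's library names. CK was taken as the sampling 1 day before treatment, so an effect at D10, D20 or D30 may be one of treatment or of sampling date. The paper does not state whether CK came from its control colonies, in which case a difference between colonies could also account for such an effect. Depth was between 8454313 and 15979901 counts per library, so that 3 counts correspond to 0.188 to 0.355 CPM; confidence intervals of shares (Wilson, 95%) and these floors cover counting error only. No pair of replicate libraries had counts within sampling noise of each other.

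Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit and F test, TMM normalization) in 1 fit of all 12 libraries with a mean for each of the 4 groups, over 787 miRNAs with at least 10 counts. A DEM had an adjusted p under 0.05 (Benjamini-Hochberg within the comparison) and an absolute log2 fold change above 1, the thresholds the paper states. The paper's text names edgeR but no test, filter or normalization of it. Standard errors are the absolute log2 fold change divided by the square root of F. DESeq2 1.42.0, limma 3.58.1, edgeR's classic exact test, other normalizations, filters and groupings of the libraries, a replicate block and leaving out each library were run as alternatives, and the closing section gives their effect. Trends over CK, D10, D20 and D30 were tested with the Jonckheere-Terpstra statistic over all assignments, and D10 against the other libraries over all 220 assignments, both one-sided on the deposited TPM (the second on log2(TPM + 1)). Correlations used 100000 permutations, or all permutations where fewer than 10 libraries or permutations within groups were used. These used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

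The differential tests were tested on simulated counts with the means and depths of these libraries and 200 miRNAs changed 4-fold. With the spread estimated from all tested miRNAs, the quasi-likelihood test called 64 of the 200 (45 of the 60 with at least 1000 counts) and 3 unchanged miRNAs. With the spread estimated without miRNAs counted almost only in 1 library it called 95 of 200, the classic exact test 113 and DESeq2 104.

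Replicate numbers 1, 2 and 3 are shared by the 4 groups in the sample labels and library names; neither says that equal numbers are the same colony, and each library is of different bees. Near-identical entries were defined as sequences with at most 1 mismatch over at least 18 overlapping bases and ends at most 3 bases apart. Coordinates and transcripts of genes are from the RefSeq gene table of Amel_HAv3.1, the build the authors used. The text names every miRNA that the paper names, the 5 with the highest mean TPM and up to 5 further DEMs of the fit described above, of which there were 0; any other miRNA named was chosen after its values were seen. The 2 predicted miRNAs among the 15 DEMs are named by their number (m0184-5p and m0194-5p), without the class prefix of the paper. The qRT-PCR, target prediction and enrichment results were not analysed here.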

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

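For D30-3, the tests of reads from another organism and of a D30 effect were chosen only after the result was seen, and so were both tests for miR-182-x, miR-183-x and miR-96-x, whose counts were known when they were set.

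D30-3 was set apart by signal in miRNAs that the paper does not discuss. Of the miRNAs known from other species it had counts for 479, against 180 to 224 in the CK libraries and 180 to 269 in the other 11 libraries. In it, 220 entries had counts that no other library had, 12647 counts in all. A list of 62 miRNA families known from vertebrates, without a honeybee member, had 110216 counts in D30-3, or 6897 CPM, against 2.84 to 8.43 CPM in CK. D30-3 held 99.1% of the counts of these families over the 12 libraries and 10.4% of all counts, which is consistent with reads from another organism in this library. Depth does not account for it, since D30-3 thinned to the smallest library total still had 405 entries from other species with at least 2 counts (median of 100 draws), more than any other library. A D30 effect was tested through the other D30 libraries, which had 11.6 CPM of these families in D30-1, somewhat above the highest CK library, and 3.36 CPM in D30-2, within CK. Reads from another organism remain as a candidate explanation; which organism was not tested. These families took 0.69% of the counts in D30-3. The list holds no family with a honeybee member, so this share leaves out any reads of another organism on such families. Whether such reads add to the D30-3 counts of the paper's DEMs, and so to their D30 means, was not tested.

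MiR-182-x, miR-183-x and miR-96-x, chosen after their values were seen, together had 258 counts in the 3 D10 libraries (96, 129 and 33), against 0, 0 and 2 in CK and 0, 0 and 2 in D20, 4 and 7 in D30-1 and D30-2, and 1336 in D30-3. They are not among the paper's 15 DEMs. The D10 level was at least 8.91-fold, 6.75-fold and 9.38-fold higher than CK, computed against 3 counts per CK library, with adjusted p values of 0.912, 0.796 and 0.796 in edgeR's quasi-likelihood test on all 12 libraries. Over the other settings the adjusted p for D10 against CK ranged from 2.67e-06 to 1, from 5.78e-08 to 1 and from 0.000314 to 1, and each of the 3 was called in 3 settings (2 groups per fit, the classic exact test and the fit without D30-3). Reads from another organism could be a source, and for this the other vertebrate families were compared. Of the D10 libraries, 2 of the 3 had more of them than every CK library, and D10-3 did not. D20-1 (9.72 CPM) and D30-1 (11.6 CPM) also had more, with only 0 and 4 counts of the 3 miRNAs. The other families thus did not follow the 3 miRNAs closely, and this explanation is left open. Spread of reads from the D30-3 library would keep the proportions found there, but the 3 miRNAs made up 37.4% of the counts of the vertebrate families and these miRNAs together in D10, and 1.20% in D30-3. The pattern cannot be told apart from reads of another source that is rich in these miRNAs, and an effect at D10 was not tested apart from it.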

How the results depend on the processing

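The alternatives named here were set before the data were examined, except the entries counted almost only in 1 library left out, the robust fit and the read-quality covariate, which were chosen after seeing the data. The fit of all 12 libraries called 0 DEMs in each of the 6 comparisons, with 48 (D10 against CK), 32 (D20 against CK), 54 (D30 against CK), 48 (D20 against D10), 88 (D30 against D10) and 60 (D30 against D20) miRNAs at an unadjusted p under 0.05, and 0 miRNAs with any difference among the groups (77 unadjusted). In the same order of comparisons, DESeq2 called 6, 2, 1, 5, 2 and 0, or 11 miRNAs in all, 7 of them among the paper's 15, with 27 differing among the groups. With 2 groups per fit, the counts were 7, 3, 0, 5, 0 and 0, or 10 in all and 7 of the 15. The classic exact test on 2 groups without a filter called 8, 3, 1, 6, 0 and 1, or 14 in all and 10 of the 15; 7 miRNAs were called by both it and DESeq2. Known honeybee miRNAs alone gave 0, 1, 0, 2, 0 and 0, or 2 in all and 1 of the 15, with 1 differing among the groups. With the read-quality set as a covariate, 24 were called for D30 against D10 and 66 for D30 against D20, or 66 in all, and 30 differed among the groups; 61 of the 66 have over 90% of their counts in D30-3, and 0 of the paper's 15 are among them. With the entries counted almost only in 1 library left out, 0 DEMs were called and 2 miRNAs differed among the groups. Library totals alone, RLE normalization, no filter, edgeR's filterByExpr, near-identical entries merged, limma-trend on log2(TPM + 1), the robust fit, adjustment over the 6 comparisons together and no fold change threshold called 0 in each comparison. The cause of these differences between settings was not tested beyond what is given under the other observations.

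With the replicate number as a covariate (replicate block), 1 miRNA was called for D30 against CK and 1 for D30 against D10, or 1 in all, 1 differed among the groups, and 0 of the paper's 15 were called. It is miR-206-y, chosen after its values were seen, of a family counted mostly in D30-3. Libraries with the same number did not deviate together, since the mean correlation of their deviations from the group means was 0.0136 over 18 pairs and −0.00764 over 36 pairs with different numbers.

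Across the 12 fits that each left out one library, the number of DEMs ranged from 0 to 9 in all, from 0 to 6 for D10 against CK, from 0 to 6 for D20 against D10 and from 0 to 1 for D30 against D10, and was 0 for the other 3 comparisons; from 0 to 4 miRNAs differed among the groups and from 0 to 4 of the paper's 15 were called. The 9 came without D30-3 and 1 without D30-2, and the other 10 fits called 0. In the comparison matching its cluster, the only one of the 6 followed here for single DEMs, each of the 15 kept the direction of its log2 fold change in each setting that gave a value: for 348 values the miRNA stayed uncalled by the joint thresholds on adjusted p and fold change, although single thresholds were crossed in some (the log2 fold change of ame-miR-3477-5p was 0.85 without D10-2), and for 28 it became a call. The fit of known honeybee miRNAs alone gives no value for the DEMs outside that class, and filterByExpr gives none for miR-11987-x, m0194-5p and miR-750-y. With near-identical entries merged, the value used for a variant such as miR-750-y (−0.24) is that of its merged group, not of the variant itself. Of the 9 miRNAs tested for a trend, 5 had a one-sided exact p under 0.05, ranging from 3 to 6 with each library left out, and of the 6 tested for the D10 peak the number with such a p was 6 and ranged from 2 to 6. Of the single trend tests, 105 were unchanged, 4 became stronger and 8 weaker, and of the single D10 peak tests 77 were unchanged and 7 became weaker; in each case the direction was kept.

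The clusters had the same members with Euclidean distance, complete linkage or z-scores of log2(TPM + 1). The order of the 5 most expressed DEMs did not change with the median or with a library left out. The ratio of ame-miR-3477-5p to the other 14 DEMs ranged from 1.23 to 1.31 with each library left out, and was 0.294 with near-identical entries merged. The 2 correlations with ame-miR-3477-5p were between 0.82 and 0.95 over the alternatives run for them and among the 7 libraries with the higher share of high-quality reads. Requiring counts in each library left 389 detected miRNAs, 144 of them known from other species and 100 predicted, and requiring 10 counts left 384 known from other species. Relative to the clean tags, the shares of the 3 classes were 85.0%, 2.23% and 0.112%. The seed matches set as alternatives (positions 2 to 7, and the whole transcript) were not run, since no transcript sequences were used here. Depth limits miR-11987-x, m0194-5p and miR-750-y, with 43, 45 and 33 counts over the 12 libraries.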

Differences from the paper's values

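The paper reports 15 DEMs, and the fit of all 12 libraries called 0. Of the alternatives set before the data were examined, DESeq2 (11 DEMs), fits of only 2 groups (10) and edgeR's classic exact test on 2 groups without a filter (14) came within 1.5 times the paper's 15. The 10 and the 14 include miR-182-x, miR-183-x and miR-96-x, as do the 9 without D30-3. These miRNAs are not among the paper's 15 and may be reads from another source. Known honeybee miRNAs alone (2), the replicate block (1), leaving out D30-3 (9) or D30-2 (1), and the settings that called 0 did not, namely library totals alone, RLE normalization, no filter, filterByExpr, near-identical entries merged, limma-trend, adjustment over the 6 comparisons together, no fold change threshold and leaving out any other library. Of those chosen after seeing the values, leaving out the entries of 1 library and the robust fit called 0, and the read-quality covariate called 66.

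Of the paper's 15 DEMs, 11 were called in at least one setting. The classic exact test called ame-miR-375-3p, ame-miR-281-3p, ame-miR-316-5p, ame-miR-3477-5p, bantam-x, miR-11987-x, miR-281-x, miR-375-y, m0184-5p and m0194-5p. DESeq2 called ame-miR-281-3p, ame-miR-316-5p, ame-miR-3477-5p, bantam-x, miR-281-x, miR-3477-x and miR-375-y, and the fits of 2 groups called these without miR-3477-x and with m0184-5p. Known honeybee miRNAs alone called ame-miR-316-5p, leaving out D30-2 called miR-281-x, and leaving out D30-3 called ame-miR-281-3p, ame-miR-316-5p, miR-281-x and miR-375-y. MiR-9-x, miR-315-x, miR-1-y and miR-750-y were called in no setting run. For miR-1-y this was due to the fold change threshold in 2 settings: in D20 against CK the adjusted p was 0.00826 with 2 groups per fit (log2 fold change −0.96) and 0.000541 with the classic exact test (−0.97), in a range from 0.000541 to 1 over the settings.

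The paper describes a continuous rise of the 2 miRNAs of Cluster one. The D20 mean was below the D10 mean for both, with 0.0649 TPM against 0.496 for miR-11987-x, and 0 counts in D20 for m0194-5p. For miR-11987-x this order rests on D10-3 alone, with 16 counts, since D10-1 and D10-2 had 0. The paper describes a gradual fall of the cluster of 7. The means fell through all 4 groups for 0 of the 7, and the D30 mean was above the D20 mean for 7 of 7, a rise that was not past the threshold for any of them (for miR-750-y the unadjusted p was 0.0332 and the adjusted p 0.546 in edgeR's quasi-likelihood test). The paper places ame-miR-3477-5p above the sum of the other DEMs; in D10-3 the ratio was 0.934. The paper names no library as abnormal; D30-3 had 837 detected miRNAs against 510 to 626 in the others. The paper counts 1350 miRNAs as detected, and 1069 had at least 1 count in the 12 libraries.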

Other observations

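The test of longer variants in D20 was chosen only after the result of the length test was seen, the repeat of the test of neighbouring hairpins without the group that prompted it was chosen after the result with it was seen, and what the simulated share of calls shows was judged with its value known; the other tests in this part were chosen before their own results were seen.

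The DEM counts were compared with those of other splits. For the 4 groups, 100 splits of the 12 libraries, the real one included, each with 1 library of each number per group, were drawn. The real split had 77 miRNAs with any difference at an unadjusted p under 0.05, and 1 of the 100 splits, the real one, had as many (median of the others 50, highest 76). With the classic exact test on 2 groups, 1 of the 100 splits had as many as the 14 DEMs (median of the others 1, highest 11), and with known honeybee miRNAs only, 4 of the 100 had as many as 2. The 14 include miR-182-x, miR-183-x and miR-96-x, which may be reads from another source, and the splits were not rerun without them. With 0 DEMs in the fit of all libraries, each split has as many. For each pair of groups, 4 splits part the same-numbered libraries, which is too few to tell; the real split had the most miRNAs at an unadjusted p under 0.05 in each of the 6 comparisons (1 of 4 each), for example 48 against 16, 16 and 25 for D10 against CK, and 54 against 45, 50 and 53 for D30 against CK. By these first 3 counts the groups differed more than nearly all other splits, although no single miRNA passed in the fit of all 12 libraries. The second of these counts rests in part on the 3 miRNAs that may be reads from another source.

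Explanations were tested for the absence of DEMs in that fit. Of the 787 miRNAs tested, 156 had over 90% of their counts in 1 library, D30-3 in each case. With these entries left out, the common dispersion estimated by edgeR was 0.122 in place of 0.604. Still 0 DEMs were called (2 miRNAs differed among the groups). The adjusted p of edgeR's quasi-likelihood test fell from 0.54 to 0.073 for ame-miR-316-5p (D20 against CK). For miR-375-y (D10 against CK) it fell from 0.51 to 0.101. It also fell for the paper's other DEMs in the comparison matching their cluster, except miR-11987-x and m0194-5p, for which it rose. Leaving these entries out was thus not enough for a call, but their wide spread is not excluded as part of the cause. In the simulation, 32% of 4-fold changes were called, and 75% of those with at least 1000 counts. With the spread estimated without the entries counted almost only in 1 library, the same test called 47.5% and 95.2%. Limited precision, the wide spread or both may thus account for part of the absence of calls. The simulation changed 200 miRNAs, which eases the adjustment for multiple tests. It does not show how many of a few changed miRNAs would be called, and these explanations cannot be told apart. Leaving out the whole D30-3 library gave 9 DEMs.

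The lower levels of the cluster of 7 in D20 were weighed against technical explanations. Their mean log2 fold change was −1.96 over 7 and −1.33 without miR-750-y, which had 0 counts in D20, and 5 of the 7 are 24 nt or longer. The other 61 entries of 24 nt or longer had a median of −0.26 and the 555 shorter ones 0.06, a shift in the same direction but several times smaller. The correlation with GC content across the other entries was −0.0175. With the read-quality set as a covariate the mean was −1.94 over 7 and −1.24 over 6, although all D20 libraries are of one set. Of 61 other variants longer than the abundant honeybee miRNA they resemble, 51 fell relative to it in D20 against CK, by a median of −0.21, and the 5 that are not longer had a median of −0.29, so longer variants as such were not singled out, although 5 are few; the median of −0.21 lies between the values set in advance for and against this explanation. By library, the median log2 ratio of these longer variants to the abundant miRNA overlapped between D20 (−6.10, −6.03 and −6.59) and CK (−6.53, −6.18 and −6.06), so a decrease of longer variants in D20 was not separate from the spread between libraries. Within the read-quality set of D20, CK-1 was above every D20 library for each of the 7. D10-2 and D10-3, also of that set, were so for miR-9-x, miR-315-x, bantam-x, miR-1-y and ame-miR-316-5p (the last 32.1 and 26.9 TPM against at most 10.5). This argues against read quality as the source for these named miRNAs. D10-3 was not above them for m0184-5p, nor D10-2 for miR-750-y. D30-3, of the same set, was above them only for bantam-x, miR-1-y and miR-750-y. The lower levels of the 7 may be an effect at D20, which these libraries cannot settle, because CK-1 is the only CK library of that set.

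For the higher levels of the cluster of 6 in D10, the mean log2 fold change of 1.75 was 1.61 with the read-quality set as a covariate, and the correlation of log2 fold changes with GC content across other entries was −0.0116. Neither accounts for the increase. It may be an effect at D10, a hypothesis found and tested on the same libraries.

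Of the 15 DEMs, 6 variant entries resemble an abundant honeybee miRNA. Their log2 fold change differed from that of the abundant entry by a median of 0.82, and the variant changed further in 6 of 6. They were selected for a large change, so this cannot tell whether variants respond differently. The differences were 0.74 for miR-3477-x (exact permutation p = 0.7), 0.65 for miR-375-y, −0.90 for miR-9-x and −0.91 for miR-315-x (exact permutation p = 0.1 each, the smallest possible for 3 libraries against 3) and −0.21 for miR-1-y (exact permutation p = 0.5). The difference for miR-750-y (exact permutation p = 0.1), which enters the median, rests on 0 counts in D20 and its size is not interpretable.

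The hairpins Mir12, Mir3477 and Mir283 lie next to each other on linkage group 2 of Amel_HAv3.1, starting at 4840914, 4841409 and 4842179, all within LOC411348. Ame-miR-12-5p and ame-miR-283-5p, chosen after their values were seen, had log2 fold changes of 0.89 and 0.92 in D10 against CK, beside 1.06 for ame-miR-3477-5p, each with an adjusted p above 0.05 (0.512, 0.512 and 0.685 in edgeR's quasi-likelihood test). A shared transcript could explain this. Over 21 pairs of hairpins within 10 kb, the mean correlation of within-group deviations was 0.188, above 95.05% of 10000 random sets of pairs (median 0.0332), but these pairs include the group that prompted the test. Over the 18 pairs without it, the mean was 0.160, above 89.15% of the random sets, so whether neighbouring hairpins change together in general cannot be told. Within the group the correlation was 0.805 for Mir12 and Mir3477, 0.289 for Mir283 and Mir3477 and −0.0420 for Mir12 and Mir283.

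Ame-miR-1-3p, a muscle miRNA chosen after its values were seen, was lower in D20 (log2 fold change −0.72, adjusted p = 0.811) and D30 (−0.84, adjusted p = 0.516) than in CK in edgeR's quasi-likelihood test. Muscle RNA in the dissected brains was tested as a source through ame-miR-133-3p, the other muscle miRNA listed beforehand. The 2 did not correlate over the 12 libraries (r = −0.136, permutation p = 0.687; rho = −0.147, permutation p = 0.651; r = −0.089 without the 2 libraries farthest from the median; r = 0.258 for deviations from the group means, permutation p = 0.480), and ame-miR-133-3p was unchanged in D20 (log2 fold change 0.00). Ame-miR-133-3p thus did not follow ame-miR-1-3p. This does not exclude muscle RNA, since whether ame-miR-133-3p tracks muscle RNA in these brains was not tested. Its mean was 2372 TPM, against 1361 TPM for ame-miR-1-3p, and brain cells as a source of it were not examined.

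For the 15 DEMs, the total count column of Supplementary Table S4 is 1.70 to 4.07 times the sum over the 12 libraries of the same table (557294 against 188922 for ame-miR-3477-5p), although the single counts equal those of the files. MiRNAs called in other settings and not among the 15, chosen after their values were seen, include ame-miR-6060-5p, with a log2 fold change of −1.36 in D20 against D10 with DESeq2 and with known honeybee miRNAs alone.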
